A study of Rattus norvegicus with 6 samples. Its data were reported in "Runx2 drives Schwann cells repair phenotype switch through chromatin remodeling and Sox2 activation after nerve injury" (2025).

How the data were processed

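Schwann cells (SCs), the glia of peripheral nerves, were taken from neonatal Sprague-Dawley rats aged 3 to 5 days. The cells received an adenovirus that carries Runx2 (Runx2-OE) or the empty EGFP vector, at a multiplicity of infection (virus particles per cell) of 200, and were kept for 72 h. Runx2 is a transcription factor. Histone marks were profiled by CUT&Tag, in which an antibody against a mark guides the transposase pA-Tn5 to cut and tag the DNA beside it. There were 3 marks: H3K27me3, a mark of repressed chromatin, H3K27ac, a mark of active promoters and enhancers, and H3K4me3, a mark of promoters. Each mark had 1 library per group, 6 libraries in all. Groups were taken from the sample titles. The title of the EGFP library paired with Runx2-OE H3K27me3 reads H3K27me4, a mark that the protocol does not list, and it was read as H3K27me3.

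The authors trimmed reads with Trimmomatic, mapped them to the rat genome build rn6 with Bowtie2, kept uniquely mapped reads and called peaks with MACS2 at default settings, separately for each library. No control library was named. Each deposited file is a peak list with 10 columns. The authors' score per peak is a whole number made from the q-value, and their fold enrichment (a ratio) compares the pileup of fragments at the summit with the local background after adding 1 to each. The deposited −log10 p and −log10 q values belong to the same summit. These values are the authors' own and were used to describe, rank or filter peaks within their list. Fold enrichment and p-value also served to estimate coverage, as set out below, which was compared between libraries. A score limit of 1000 was applied to both groups. In all 6 lists, every peak met a q-value of 0.05. The lists held peaks on 22 chromosomes and 0 unplaced contigs, and in 0 lists did peaks overlap each other.

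Numbers of reads are not known here. A substitute for depth was computed from the lists. Fold enrichment and p-value together fix the summit pileup as a whole number and the local background, and this solution met the deposited p-value for 100% of the peaks in each library. The 0.1% quantile of the local background was taken as the genome-wide background coverage, which rises with the number of fragments and with the length to which the caller extends them. The recovery was tested on simulated data, where it found 100% of 4996 simulated pileups. The simulation used the same formula as the recovery, so it tests the solving and not the match of the formula to the caller. The strongest peaks of the lists lay outside the simulated range. The overlap step found the simulated share of 40% among 20000 peaks.

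Peaks overlapping by at least 1 bp were counted as shared (bedtools 2.31.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, figures with matplotlib 3.10.9). Similarity of 2 libraries was the number of bases covered in both over the bases covered in either (the Jaccard index), in percent. For the chance level, the peaks of a library were placed at random 100 times on their own chromosomes, whose length was taken as the last peak end in any list. Shares carry Wilson 95% confidence intervals, which cover counting error only, since neighbouring peaks are not independent and PCR copies are not separate molecules. With 1 library per group there were no replicates, so no test was run and a difference between groups has no replicate check.

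The comparisons were fixed before the data were examined. Promoters were to be defined by gene starts, but the annotation at hand is of another build (GRCr8), so peaks were not assigned to genes or to exons and introns, and the planned counts by genomic feature and at the other genes of the fixed list were not run. In their place, merged regions with an H3K4me3 peak in both groups served as promoter stand-ins, a choice made after the data were seen. Each region was classed per group as H3K27ac only, H3K27me3 only, both or neither. The Runx2 locus was placed by the 4 elements E1 to E4 that the study tested there, with 10 kb on each side. Named peaks were, per mark and group, the 3 highest-scoring peaks that overlap no peak of the other group, a rule fixed beforehand; any other named peak was chosen after its values were seen. Alternatives were a 50% reciprocal overlap, the higher-scoring 50% of each list, equal numbers of peaks, and merging of peaks within 1 kb. A limit on peak width, regions of either group and regions extended by 1 kb were added after seeing the data.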

Results

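The histone CUT&Tag data comprised 6 peak lists with 294689 peaks in total, from SCs with Runx2 overexpression (Runx2-OE) or the EGFP vector and 3 marks. Each mark had 1 library per group. The background coverage recovered from the lists served as a measure of depth. It was 5.92 in Runx2-OE and 5.53 in EGFP for H3K27me3, 3.87 and 9.27 for H3K27ac, and 6.70 and 8.34 for H3K4me3. The EGFP H3K27ac library was thus covered 2.40 times as deeply as its Runx2-OE counterpart. The narrowest peak that the caller accepted also differed between libraries. It was 390 bp in Runx2-OE and 358 bp in EGFP for H3K27me3, 440 bp and 300 bp for H3K27ac, and 384 bp and 274 bp for H3K4me3.

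The first question was how many regions carried each mark in the 2 groups. For H3K27me3, 66918 peaks were called in Runx2-OE SCs and 60009 in EGFP SCs, a ratio of 1.12. These covered 67.2 Mb and 55.5 Mb. For H3K27ac, 31357 peaks were called in Runx2-OE and 77658 in EGFP, a ratio of 0.404, and they covered 28.8 Mb and 67.5 Mb. For H3K4me3, there were 30723 peaks in Runx2-OE and 28024 in EGFP, a ratio of 1.10, with 39.6 Mb and 32.0 Mb covered. When both H3K27ac lists were limited to peaks of at least 440 bp, the ratio rose to 0.527, the largest shift among the alternatives tried for this ratio. The median peak width was 811 bp in Runx2-OE and 720 bp in EGFP for H3K27me3, 787 bp and 692 bp for H3K27ac, and 1201 bp and 1058 bp for H3K4me3.

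Peak sets of the 2 groups were then overlapped to see which regions were shared. Of the Runx2-OE H3K27me3 peaks, 41487 overlapped an EGFP peak, or 62.0% (95% confidence interval 61.6% to 62.4%). Of the EGFP H3K27me3 peaks, 42557 overlapped a Runx2-OE peak, or 70.9% (70.6% to 71.3%). For H3K27ac, the shared peaks were 25885 in Runx2-OE, or 82.5% (82.1% to 83.0%), and 26407 in EGFP, or 34.0% (33.7% to 34.3%). For H3K4me3, they were 21873 in Runx2-OE, or 71.2% (70.7% to 71.7%), and 22175 in EGFP, or 79.1% (78.6% to 79.6%). Random placement gave mean shares between 2.10% for EGFP H3K27ac and 5.12% for Runx2-OE H3K27ac. The H3K27ac shares depended on list length. With the EGFP list limited to its 31357 highest-scoring peaks, 57.2% of the EGFP peaks and 57.3% of the Runx2-OE peaks were shared.

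**Figure D1:**
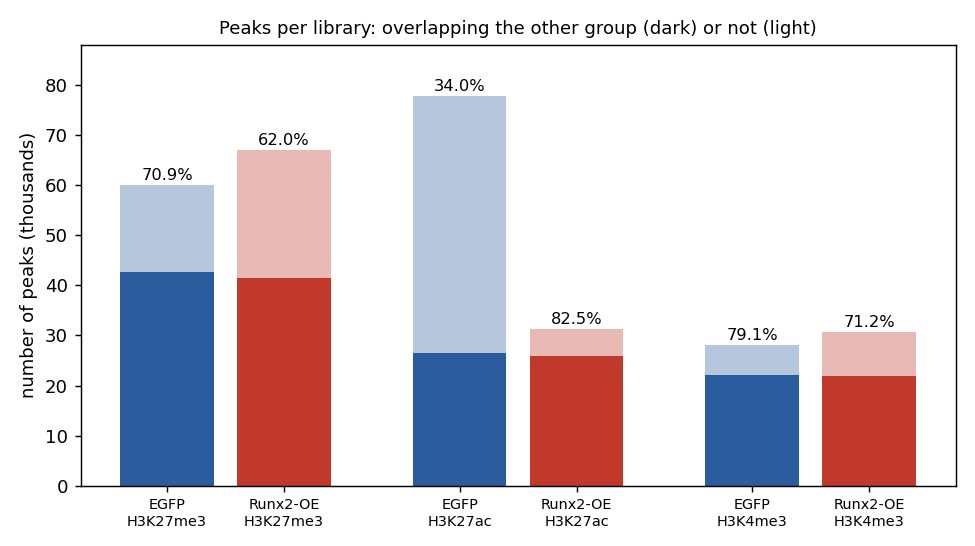
Number of peaks per library (axis in units of 1000), with the part overlapping a peak of the other group in dark and the rest in light colour (EGFP blue, Runx2-OE red), and the shared percentage above each bar. The EGFP H3K27ac library has the most peaks, 77658, and the lowest shared percentage, 34.0%.

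Shared peaks had a higher median score than unshared ones in each of the 6 lists. Each list was divided by score into 10 equal bins. In the highest bin of the Runx2-OE H3K4me3 list, 99.97% of peaks overlapped an EGFP peak, against 24.0% in the lowest bin. In the EGFP H3K27ac list, the share went from 83.4% in the highest bin to 8.36% in the lowest. In the Runx2-OE H3K27ac list it went from 99.1% to 62.6%. For H3K27me3, it went from 97.9% to 26.3% in Runx2-OE and from 95.4% to 40.8% in EGFP.

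**Figure D2:**
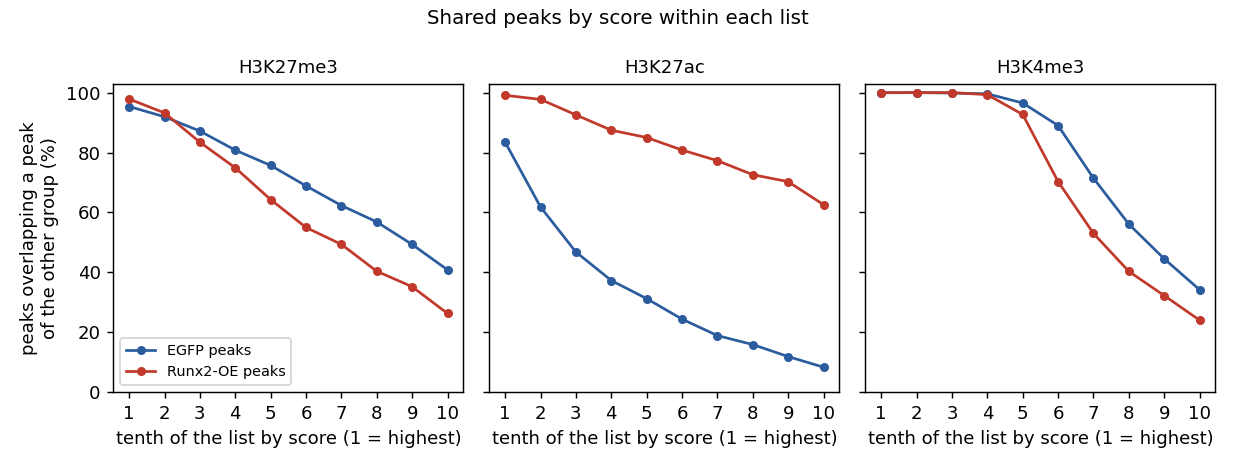
Percentage of peaks that overlap a peak of the other group (vertical axis) by bin of the list in order of score, with 10 bins of equal size and 1 as the highest (horizontal axis), for EGFP in blue and Runx2-OE in red. The EGFP H3K27ac line lies lowest and ends at 8.36%, while both H3K4me3 lines stay above 99% over the first 4 bins.

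Similarity was computed for all 15 pairs of libraries to check the labels. The 3 pairs of the same mark reached 43.3% for H3K27me3, 28.8% for H3K27ac and 62.0% for H3K4me3. Among the 12 pairs of different marks, the highest value was 23.2%, between EGFP H3K27ac and EGFP H3K4me3. The library titled H3K27me4 was at most 4.99% similar to any library other than Runx2-OE H3K27me3. With 28024 peaks in each library, the lowest value within a mark was 33.0% and the highest between marks was 30.002%.

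The state of promoter-like regions was examined next. There were 21807 merged regions with an H3K4me3 peak in both groups. An H3K27ac peak lay on 15877 of them in EGFP, or 72.8% (72.2% to 73.4%), and on 8529 in Runx2-OE, or 39.1% (38.5% to 39.8%). From EGFP to Runx2-OE, 8470 regions kept an H3K27ac peak, 59 gained one and 7407 lost one. With equal numbers of H3K27ac peaks in the groups, 414 regions gained and 4643 lost one. An H3K27me3 peak lay on 2735 regions in EGFP, or 12.5% (12.1% to 13.0%), and on 1855 in Runx2-OE, or 8.51% (8.14% to 8.88%). Here 1785 regions kept the peak, 70 gained one and 950 lost one.

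Combining both marks, 8103 regions were active, with H3K27ac only, in both groups, and 7159 went from active in EGFP to neither mark in Runx2-OE. The change from repressed (H3K27me3 only) to active was seen in 5 regions, and that from neither mark to active in 49. Repressed regions stayed repressed in 1333 cases and had neither mark in Runx2-OE in 801 cases. Another 46 regions went from neither mark to repressed, and 3691 had neither mark in both groups. The accessibility data that the study used for its own states were not used here.

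At the Runx2 locus on chromosome 9, peaks were counted in a window of 150.7 kb around the 4 tested elements. H3K27me3 had 0 peaks there in either group. H3K27ac had 3 peaks in Runx2-OE and 17 in EGFP, and 5 in EGFP once the 2 lists were equal in number. H3K4me3 had 6 peaks in Runx2-OE and 4 in EGFP. Element E1 overlapped 1 H3K4me3 peak in each group and 1 H3K27ac peak in EGFP. E2, E3 and E4 overlapped 0 peaks of any mark. The H3K4me3 peak on E1, at positions 18642808 to 18645367 of rn6 in Runx2-OE, ranked 4 of 30723 by score. Its EGFP counterpart, at 18642675 to 18645499, ranked 5535 of 28024. Fold enrichment was 7.39 in Runx2-OE and 5.06 in EGFP.

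**Figure D3:**
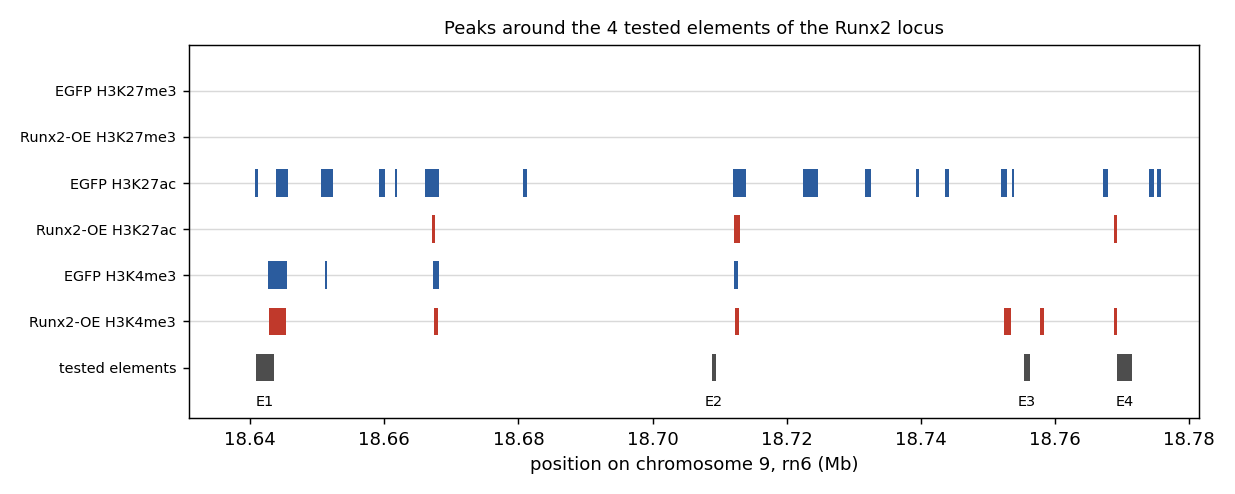
Positions of peaks on chromosome 9 of rn6 in Mb (horizontal axis) for each library, with EGFP peaks in blue, Runx2-OE peaks in red and the tested elements E1 to E4 in grey. H3K27ac peaks number 17 in EGFP and 3 in Runx2-OE, and the Runx2-OE peak from 18768765 to 18769242 beside E4 is seen for H3K27ac and H3K4me3 in Runx2-OE only.

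The highest-scoring peak without a partner in the other group was the same interval for both active marks in Runx2-OE, chromosome 9 from 18768765 to 18769242 (478 bp). Its score was 2157 with a fold enrichment of 13.2 for H3K27ac, and 17763 with a fold enrichment of 17.7 for H3K4me3, where it ranked 1 of 30723. It ended 2 bp before E4, taking the element's start as counted from 1. The transduced vector carries Runx2 sequence as well, and exon positions of rn6 were not used here. For H3K27me3 in Runx2-OE, the first such peak lay on chromosome 9 from 12098180 to 12100209, with a score of 955. In EGFP, the first lay on chromosome 15 from 20962692 to 20963080 for H3K27me3, with a score of 6509, and on chromosome 1 from 30985725 to 30986032 for H3K27ac, with a score of 13791. For H3K4me3 in EGFP it lay on chromosome 1 from 30985715 to 30986007, with a score of 8736. These 3 EGFP peaks were 389 bp, 308 bp and 293 bp wide, below the narrowest peak of the matching Runx2-OE list. All 3 H3K27me3 peaks named in EGFP, the one on chromosome 15 included, overlapped peaks of both active marks in EGFP. They need not mark repressed chromatin. Of the 3 H3K27me3 peaks named in Runx2-OE, 2 overlapped H3K27ac peaks of both groups. Of the 18 peaks named by this rule, 6 were narrower than any peak of the other list, all in EGFP, and 14 overlapped a peak in at least 1 further library.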

Values the study reported

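The study classed regions as active, repressed or silent from accessibility, H3K27ac and H3K27me3, and reported 16,059 peaks that stayed active, 262 that went from repressed to active and 4836 that went from silent to active after Runx2 overexpression. The elements it cloned from the Runx2 locus lie on chromosome 9 at 18640850 to 18643595 (E1), 18708801 to 18709450 (E2), 18755351 to 18756300 (E3) and 18769245 to 18771550 (E4).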

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

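The limit on peak width, the regions of either group and the extended regions were chosen after the data were seen; the other alternatives were fixed before. With peaks merged or limited in width, H3K27ac peaks were fewer in Runx2-OE. With the higher-scoring 50% of each list, equal numbers of peaks, the width limit and the other choices of regions, more regions lost than gained H3K27ac and H3K27me3. Merging changed no count of regions and keeping 50% of both lists fixes the ratio of their lengths, so these bear on neither.

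Keeping the higher-scoring 50% of each list left, by construction, 33459 and 30004 H3K27me3 peaks in Runx2-OE and EGFP, 15678 and 38829 H3K27ac peaks, and 15361 and 14012 H3K4me3 peaks. Shared peaks were then 62.6% for Runx2-OE H3K27me3, 79.3% and 32.5% for Runx2-OE and EGFP H3K27ac, and 87.9% and 96.7% for H3K4me3. Regions active in both groups fell to 4876.

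A 50% reciprocal overlap lowered the shared percentages to 47.4% and 52.9% for H3K27me3 in Runx2-OE and EGFP, 61.5% and 24.8% for H3K27ac, and 63.9% and 70.0% for H3K4me3, as a stricter rule must. Merging peaks within 1 kb gave 62.9% and 72.1% for H3K27me3, 83.1% and 35.5% for H3K27ac, and 79.9% for EGFP H3K4me3, with ratios of peak numbers of 1.14, 0.429 and 1.11.

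Equal numbers of peaks in the 2 groups gave 66.1% and 68.0% shared for H3K27me3, 57.3% and 57.2% for H3K27ac, and 75.8% and 76.9% for H3K4me3. Lists of equal length have nearly equal shares by construction, so the size of the gap between the Runx2-OE and EGFP H3K27ac shares is tied to list length. Under the same setting 414 regions gained H3K27ac and 4643 lost it, 13 went from repressed to active, 375 from neither mark to active and 4554 from active to neither mark, and the EGFP H3K27ac peaks at the Runx2 locus fell to 5. Equal numbers in all 6 libraries gave 33.0% as the lowest similarity within a mark and 30.002% as the highest between marks.

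With peaks limited to the larger of the 2 smallest widths, the shares were 59.8% and 72.8% for H3K27me3, 75.9% and 40.3% for H3K27ac, and 68.1% and 86.0% for H3K4me3, and the ratios of peak numbers were 1.19, 0.527 and 1.25. Regions with H3K4me3 in either group gave 538 gains and 11502 losses of H3K27ac, 131 gains of H3K27me3, 13 changes from repressed to active, 518 from neither mark to active, 11121 from active to neither mark and 81 from neither mark to repressed; more regions entered by construction. Extending the regions with H3K4me3 in both groups by 1 kb raised the changes from neither mark to repressed from 46 to 70. Where the construction of an alternative does not give the cause, the cause was not tested.

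Including unplaced contigs changed nothing, since the lists hold 0 of them. The alternatives on gene starts, on the gene set and on genomic features were not run, because no annotation of rn6 was used here. No paired analysis was possible because each group has 1 library per mark and no result comes from a test. The 2.40-fold difference in background coverage limits what the H3K27ac comparison can show. A region without a peak in Runx2-OE may be below detection there. With equal numbers of peaks, losses fell from 7407 to 4643. That fall does not test detection, because shortening the EGFP list lowered the EGFP regions with H3K27ac from 15877 to 12758.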

Other observations

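The tests on high-scoring peaks, on the Runx2 locus, on peak width, on coverage for H3K27me3 and H3K4me3, and the joint test of coverage and width for H3K27ac were chosen after the results concerned were seen. The patterns come from 1 library per group, so a biological difference between Runx2-OE and EGFP stays open as an untested explanation in each.

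The lower number of H3K27ac peaks in Runx2-OE may come from lower coverage, and the outcome depended on how coverage was modelled. In the test written before any thinned count was seen, EGFP summit pileups and backgrounds were thinned to the Runx2-OE background coverage, and the mean number of peaks still passing was 1.87 times the Runx2-OE list, above the limit of 1.5 set for that test. Seeing this, further versions were tried. Requiring also the Runx2-OE smallest width of 440 bp gave 1.57 times. Taking the smallest width as the length to which fragments are extended, the Runx2-OE library holds 28.4% of the EGFP fragments. Thinning pileups by that share, with backgrounds still scaled to 41.7%, gave 1.03 times, or 0.946 times with the width limit. Scaling them unequally lowers the enrichment of each peak by construction, so this version favours lower coverage as the explanation. The width limit alone left a ratio of peak numbers of 0.527, so width alone does not account for it. Lower coverage and fewer marked regions cannot be told apart here, because the true read numbers and the extension length were not known.

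Among H3K27ac peaks with a score over 1000, 234 of 2765 in EGFP had no Runx2-OE partner, or 8.46%. In Runx2-OE, 2 of 121 had no EGFP partner, or 1.65%. The 2 shares cannot be compared directly, because coverage differed and the lists searched for partners held 31357 and 77658 peaks. Of EGFP peaks over that score and narrower than 440 bp, 94.4% lacked a partner, against 6.75% of wider ones. This gap does not show that the caller's smallest width removed them. A longer extension of fragments would also widen a peak at the same site in Runx2-OE. The narrow peaks were only 51 of the 234. The other 183 were wide enough. Of these, 100% still passed after thinning by fragments, a result of their high scores. Peaks this strong would have been called at the coverage of the Runx2-OE library, so lower coverage alone does not account for this set if enrichment was equal. Of the same peaks, 89.6% overlapped an EGFP H3K4me3 peak and 65.6% a Runx2-OE H3K4me3 peak. A hypothesis is that H3K27ac was reduced at those sites that held H3K4me3 in both groups. A lower enrichment of the Runx2-OE library is an untested technical alternative. Sites with H3K4me3 in EGFP only differed in both marks, and an artefact of the EGFP libraries was not tested there.

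The Runx2-OE interval beside E4 had identical edges in H3K27ac and H3K4me3, as did 6 of 10817 overlapping pairs of these libraries (0.0555%). Identical edges are not limited to cells with the Runx2 vector. In EGFP they were seen in 17 of 20302 such pairs (0.0837%), among them the EGFP-only interval on chromosome 13 from 33508425 to 33508770, which ranked 3 for H3K27ac and 2 for H3K4me3 among the unpartnered peaks. The interval beside E4 was found in 2 Runx2-OE libraries. Its absence from EGFP for these marks was fixed by the rule that picked it. The H3K27me3 libraries, which that rule does not look at, held 0 peaks at the interval beside E4 in either group, which argues against a mapping artefact common to all libraries. Of the 10 highest-scoring Runx2-OE H3K4me3 peaks, 9 had an EGFP partner. The partner of the peak on E1 ranked 5535, and the other 8 ranked 40 or higher. The peak on E1 differed less in size than in rank. Its fold enrichment was 7.39 in Runx2-OE and 5.06 in EGFP, with summit pileups of 2300 and 1282. Because coverage differed, the pileups were also set against the background coverage of their own library. They were 343 times that background in Runx2-OE and 154 times in EGFP. Reads from the Runx2 vector that map to the endogenous gene are a candidate explanation, on which the shared edges do not decide, and a gain of both marks at the gene is another. They cannot be told apart, because the vector is present in the Runx2-OE group only and neither its sequence nor exon positions were used here. A look at the reads across exon junctions would separate them.

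Fewer H3K4me3 regions carried H3K27me3 in Runx2-OE than in EGFP. Background coverage in Runx2-OE was 1.07 times that in EGFP, while the number of fragments, estimated as for H3K27ac, was 0.984 times. With EGFP thinned by fragments, its count of regions was still 1.47 times the Runx2-OE count, so lower coverage is unlikely. A background from open chromatin in the EGFP library would favour regions with H3K27ac. In EGFP, 3.72% of these carried H3K27me3 against 36.2% of regions without, and in Runx2-OE 3.75% against 11.6%. This gap, seen in both groups, cannot decide, because it does not look at the regions that differ. Of the 950 regions that lost H3K27me3, 801 had H3K27me3 only in EGFP and neither mark in Runx2-OE. Most losses thus lay at regions without H3K27ac, where a background from open chromatin was not tested. With equal smallest widths, the EGFP count was still 1.45 times the Runx2-OE count. A loss of H3K27me3 at promoter-like regions is therefore a hypothesis, found and tested on the same data. A background from open chromatin stays open, and a difference in enrichment between the libraries was not tested.

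H3K4me3 peaks that paired 1 to 1 were wider in Runx2-OE by a median of 93 bp. The smallest widths differed by 110 bp, which leaves -17 bp, so a longer extension of fragments by the caller may account for the difference. The same reading does not carry over to the other marks. For H3K27me3, paired peaks were wider in Runx2-OE by a median of 71 bp with smallest widths 32 bp apart, which leaves 39 bp. For H3K27ac, the smallest width was 140 bp larger in Runx2-OE but paired peaks were narrower, with a median difference of -174 bp. The explanation therefore stays open. The larger number of H3K4me3 peaks in Runx2-OE was not explained by coverage, which was 0.803 times that of EGFP.

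In the Runx2-OE H3K27ac list, 8 of the 10 highest-scoring peaks lay on chromosome 1 between 180557594 and 180893630, a span of 336 kb, and each had an EGFP partner ranked 10 or higher. No explanation was tested.

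Regions active in both groups numbered 8103. That is lower than the value quoted from the study above. Regions going from repressed to active numbered 5. That is lower than the value quoted from the study above. Regions going from neither mark to active numbered 49. That is lower than the value quoted from the study above. The regions differ in kind, as those here require H3K4me3 in both groups and use no accessibility data. The study's silent class also required closed chromatin. The longer EGFP H3K27ac list limits changes to active here. With equal numbers of peaks, 13 regions went from repressed to active and 375 from neither mark to active. The counts are therefore no check of the study's values.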
